A study of Saccharomyces cerevisiae with 6 samples.

How the data were processed

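Gene expression was measured by RNA sequencing in 6 libraries of *Saccharomyces cerevisiae* strain W303, mating type a. Per the labels' protocols, cells were harvested at mid-log phase, RNA was isolated with a MasterPure yeast kit, and strand-preserving TruSeq libraries were made from poly-A-selected RNA. The sample titles and the treatment label separate 3 control libraries (replicates 2, 5 and 8) from 3 buffered libraries (replicates 1, 2 and 3), and the series design contrasts synthetic medium with medium buffered to pH 6.5. The treatment protocol carries the same text for all 6 libraries, controls included, and names a buffer-adjusted medium, so it does not separate the groups. Groups and replicate numbers were taken from the titles. One batch value covers all 6 libraries in the labels, so no batch term was fitted. The labels do not state whether the libraries of one group came from separate cultures, and n counts libraries throughout.

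The authors deposited 1 table of raw counts per annotated feature, not normalised. Per the file headers, the counts were made with featureCounts 1.6.3 on the Ensembl release 112 annotation of the R64 yeast genome, requiring both ends of a pair to be mapped. No strand option appears in that command, so reads from overlapping features on opposite strands could not be assigned by strand although the libraries preserved it. The command also counted no multi-mapping read and no read that overlapped more than 1 feature, which lowers the counts of near-identical paralogs and of overlapping features. The aligner, its settings and the read trimming are not stated in the headers or the labels. Each library has 2 columns of deposited counts, from alignment files whose names contain "paired" and "oneU". What the second name stands for is not stated. The 2 columns were added for each library, a choice made on seeing the table, and each was also analysed alone. The gene length column of the deposited table, in bases, was used for the length correction below. The table held no row without a gene, and all of its per-library columns were used.

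Of the 7127 features, 6047 were matched by locus tag to gene names of the R64 RefSeq annotation, and 99.9% of these had the same start and end in both. The other 1080 features kept their deposited identifiers. Coordinates are those of the deposited table (R64, counted from 1). In the table, 1401 features overlapped another feature, and 305 had no count in any library. To find features whose reads could be lost to copies, every feature sequence was aligned to the sequences of all other features with BLAST 2.17.0, and the share of its length matched in another feature (called copied elsewhere) at 95% identity or more over at least 75 bases was recorded. For the genes changed at least 2-fold near a chromosome end, matches to other features from 80% identity were also sought, a cut set after the changed genes had been seen.

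Total counts per library ranged from 14928513 to 20527610. Genes passing edgeR's filterByExpr filter (minimum count of 10) held at least 99.988% of the counts of every library. Composition was normalised by trimmed mean of M values (TMM), with factors from 0.943 to 0.98 in control libraries and from 1.00 to 1.08 in buffered libraries. Buffered and control libraries were compared with edgeR 4.0.16 in R 4.3.3 by the robust quasi-likelihood F-test (glmQLFit and glmQLFTest), with Benjamini-Hochberg adjustment over all genes tested and a threshold of 0.05. Log2 fold changes are buffered over control, and their standard errors (SE) were derived as the absolute log2 fold change divided by the square root of F. CPM values (counts scaled to a common library total) are TMM-normalised unless stated otherwise, given as mean ± SD over the 3 libraries of a group. No paired fit was made, because replicate number 2 alone occurs in both groups. Counts were simulated from the means, depths and trended dispersions (a smooth function of abundance) of these libraries. Of 6176 genes, 200 were changed by a fixed fold, and a set of 30 others was shifted by about -0.5. The test recovered 78% of the genes changed by 0.5 on the log2 scale and 97% of those changed by 1. Of its calls, 2.03% were false. Genes were drawn independently at the trend, without gene-specific scatter or structure shared across genes, so the real rates may be less favourable.

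Before the data were examined, 11 lists of genes were written from general knowledge of yeast pathways, and the cytosolic ribosomal protein genes were added by symbol. These 12 sets were tested with camera in limma 3.58.1 on log2 CPM (inter-gene correlation preset at 0.01, two-sided, Benjamini-Hochberg adjustment over the 12 sets), with fry and with camera under an estimated correlation beside it. The genes named in the text were set by a rule fixed at the same time. They are the 5 highest and 5 lowest log2 fold changes among genes with an adjusted p under 0.05, a mean of at least 10 CPM and no overlap of values between groups, the member of each set with the smallest p, and 13 genes fixed by name. Any other gene named was chosen after its values were seen. A further 3 lists (zinc regulon, ribosome biogenesis, glucose-repressed carbon genes) were written after the changed genes had been seen and left out the genes that prompted them. The zinc list included *ZRT1*, whose counts had been seen before.

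The alternatives fixed in advance were DESeq2 size factors within edgeR, library size alone, upper-quartile normalisation, no filter on low counts, a mean of at least 10 CPM, DESeq2 1.42.0, limma-voom, a non-robust fit, a test against a fold of 1.2 (glmTreat), fry, an estimated correlation, and leaving out each library in turn. Alternatives added after the table was seen were the paired columns alone, the oneU columns alone, a loess correction of each library for GC content and gene length (span 0.5), and features that overlap no other feature. The alternatives planned for a table of normalised values were not needed, since the table held counts. Reads and alignments were not analysed here.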

Results

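The transcriptome of the budding yeast laboratory strain W303 (mating type a) was profiled in 2 media. Control cells were grown in synthetic medium that the series design does not describe as buffered and for which the labels give no pH, and buffered cells in synthetic medium brought to pH 6.5 with sodium hydroxide. The series belongs to work on pH, protein homeostasis and ageing of yeast used to model Huntington's disease, and the comparison addresses how a change of medium pH alters gene expression. No huntingtin construct is listed in the genotype of these libraries. Each group held 3 poly-A-selected RNA-seq libraries, numbered 2, 5 and 8 for control and 1, 2 and 3 for buffered. Read counts per annotated feature summed to 16975981, 18517834 and 14928513 in control replicates 2, 5 and 8, and to 17607384, 17358095 and 20527610 in buffered replicates 1, 2 and 3. Of these counts, 22.2% ± 2.69 (SD, n = 3) of control and 23.2% ± 1.41 (SD, n = 3) of buffered totals came from the oneU columns of the deposited table, which were added to the paired columns. The 10 most abundant features took 16.6% ± 0.523 (SD, n = 3) of control counts and 14.7% ± 0.901 (SD, n = 3) of buffered counts.

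Libraries of one group differed by more than sampling noise. Over genes, the chi-square statistic per degree of freedom lay between 16.6 and 60.8 for pairs within a group, the highest being buffered replicates 1 and 3, and between 51.0 and 93.9 for pairs across groups. No 2 libraries were therefore counted as 1. The first principal component of log2 CPM (normalised counts scaled to a common library size) held 42.1% of the variance and separated the groups, with control libraries from -12.3 to -8.31 and buffered libraries from 6.58 to 13.2. The second component held 21.9% and spread the buffered libraries from -10.8 (replicate 1) to 11.98 (replicate 3), a wider range than that of the control libraries (-2.97 to 3.40). The common biological coefficient of variation within groups was 9.44%.

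**Figure D1:**
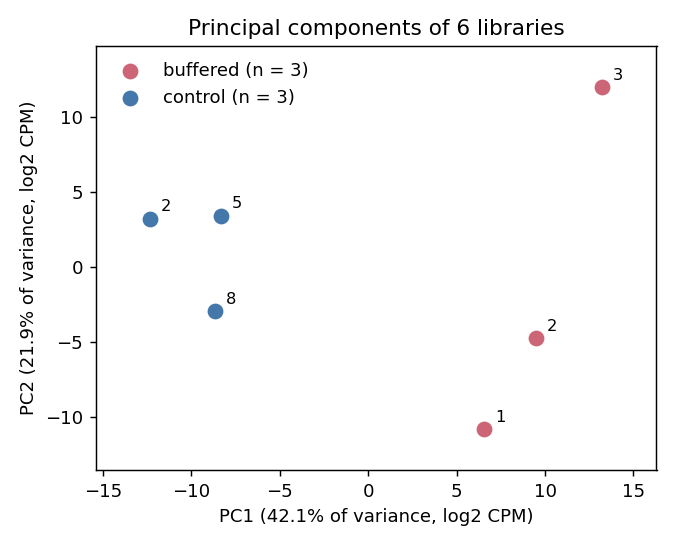
First 2 principal components of log2 CPM in the 6 libraries, one point per library with its replicate number, control in blue and buffered in red. The first component (42.1% of variance) separates the groups, and the second (21.9%) spreads the buffered libraries from -10.8 to 11.98.

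Of 6176 genes tested, 446 differed between buffered and control libraries at an adjusted p under 0.05 (edgeR quasi-likelihood test, Benjamini-Hochberg adjustment), and 1507 had an unadjusted p under 0.05. Transcripts of 240 genes were higher in buffered medium and those of 206 were lower. The changes were mostly small, with a median log2 fold change of 0.46 among the higher genes and -0.47 among the lower ones, and 25 genes changed at least 2-fold, 8 higher and 17 lower. In all 446 genes the values of the groups did not overlap, which was the case for 30.5% of all tested genes, while chance gives 10%. Among the alternative settings, scaling by library size alone moved the count upwards most, to 751 genes of which 85.2% were higher. It also moved the median log2 fold change of all genes from 0.0014 to 0.12. Leaving out 1 library gave between 162 genes (without control replicate 2) and 593 genes (without buffered replicate 1). Of the 446 genes, 44 overlap another annotated feature and 16 have more than 50% of their length copied elsewhere in the annotation, so that their counts are less certain.

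**Figure D2:**
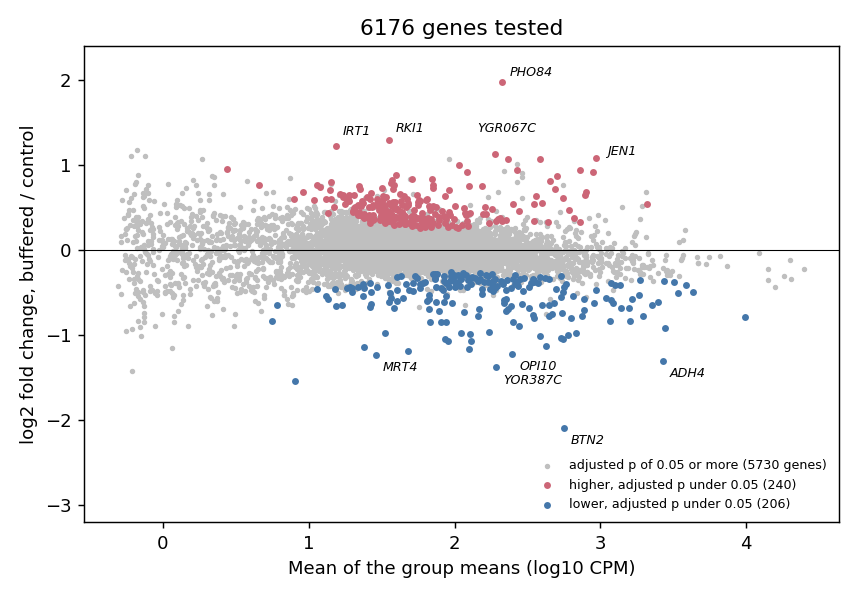
Log2 fold change (buffered over control) against the mean of the group means (log10 CPM) for each of 6176 genes, with genes at an adjusted p under 0.05 in red (240 higher) or blue (206 lower) and the others in grey. Labels mark the 5 highest and 5 lowest changes among genes that met the naming rule.

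Among the genes that were higher in buffered medium, the change was largest for *PHO84* (YML123C, chromosome XIII, 24037 to 25800, high-affinity phosphate transporter). Its expression rose from 85.5 ± 3.63 CPM (SD, n = 3) in control libraries to 338 ± 122 CPM (SD, n = 3) in buffered libraries, a log2 fold change of 1.98 ± 0.26 (SE, quasi-likelihood adjusted p = 0.0109). The gene was above every control library in all 3 buffered libraries, at 469, 316 and 228 CPM, although its adjusted p was 0.0508 without control replicate 2 and 0.0581 without control replicate 5. *RKI1* (YOR095C, chromosome XV, 503552 to 504328) rose from 20.4 ± 3.28 to 50.2 ± 8.81 CPM (SD, n = 3 each), a log2 fold change of 1.30 ± 0.15 (adjusted p = 0.00088). The non-coding transcript *IRT1* (chromosome X, 605936 to 607424) rose from 9.16 ± 1.97 to 21.5 ± 5.73 CPM, a log2 fold change of 1.22 ± 0.21 (adjusted p = 0.00847). *YGR067C* (chromosome VII, 622372 to 624786) rose from 119 ± 9.68 to 260 ± 38.4 CPM (log2 fold change 1.13 ± 0.11, adjusted p = 0.000279). The monocarboxylate transporter gene *JEN1* (YKL217W, chromosome XI, 22234 to 24084) rose from 598 ± 58.2 to 1263 ± 79.5 CPM (log2 fold change 1.08 ± 0.10, adjusted p = 0.000279). *PHO84* and *JEN1* lie 24.0 kb and 22.2 kb from a chromosome end. Apart from *PHO84*, these genes kept an adjusted p under 0.05 without any 1 library, with a highest value of 0.0494 for *IRT1*.

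The lowest log2 fold change belonged to *BTN2* (YGR142W, chromosome VII, 772454 to 773686), which encodes a factor for sorting misfolded proteins. It fell from 909 ± 290 CPM (SD, n = 3) in control libraries to 214 ± 16.99 CPM (SD, n = 3) in buffered libraries, a log2 fold change of -2.09 ± 0.22 (SE, quasi-likelihood adjusted p = 0.00211). *YOR387C* (chromosome XV, 1069621 to 1070241) fell from 279 ± 35.9 to 107 ± 28.8 CPM, a log2 fold change of -1.38 ± 0.19 (adjusted p = 0.00832). The alcohol dehydrogenase gene *ADH4* (YGL256W, chromosome VII, 15159 to 16307), the most abundant of the 5 genes with the lowest log2 fold changes, went from 3804 ± 388 to 1538 ± 322 CPM (log2 fold change -1.31 ± 0.15, adjusted p = 0.000507). *YOR387C* and *ADH4* lie 21.1 kb and 15.2 kb from a chromosome end. *MRT4* (YKL009W, chromosome XI, 426242 to 426952) fell from 40.5 ± 12 to 17.2 ± 4.21 CPM (log2 fold change -1.23 ± 0.26, adjusted p = 0.0406). The call for *MRT4* was the least firm of these, with an adjusted p of up to 0.139, reached without control replicate 5. *OPI10* (YOL032W, chromosome XV, 265429 to 266169) fell from 346 ± 65.1 to 149 ± 8.56 CPM (log2 fold change -1.22 ± 0.12, adjusted p = 0.000296). The values of every gene in this group were lower in the 3 buffered libraries than in any control library.

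Of the 12 gene sets fixed in advance, 6 passed an adjusted p of 0.05 by camera with a preset correlation. Cytosolic and mitochondrial chaperones and co-chaperones differed most. All 23 transcripts were lower in buffered medium, with a median log2 fold change of -0.70 (from -2.09 to -0.26, camera adjusted p = 8.73e-24), and their median remained below 0 at -0.58 with library size alone. Of the 23 genes, 21 passed the threshold over all genes and 23 when adjusted over the list alone. The set median, relative to each gene's mean over the 6 libraries, was 0.44, 0.28 and 0.30 on the log2 scale in control replicates 2, 5 and 8 and -0.33, -0.31 and -0.37 in buffered replicates 1, 2 and 3. The member with the smallest p was *FES1* (YBR101C, chromosome II, 443821 to 444693), which fell from 584 ± 87.9 to 267 ± 4.69 CPM (SD, n = 3 each), a log2 fold change of -1.13 ± 0.11 (adjusted p = 0.000279). The shift was smaller in the endoplasmic reticulum chaperone set, with a median of -0.12 (camera adjusted p = 0.0135) that was -0.0053 with library size alone. Besides chaperones and folding factors, it held the degradation genes *HRD1* and *DER1* and the transcription factor gene *HAC1* (log2 fold changes of 0.20, -0.077 and -0.30). In that set 10 of 13 genes were lower, and 3 passed the threshold over all genes and 5 adjusted over the list alone. Its smallest p belonged to the thiol oxidase gene *ERO1* (YML130C, chromosome XIII, 11483 to 13174, 11.5 kb from the chromosome end), which fell from 175 ± 25.9 to 83.2 ± 5.73 CPM (log2 fold change -1.07 ± 0.11, adjusted p = 0.000291). General stress genes had a median of -0.15 (camera adjusted p = 0.00336) that was -0.032 with library size alone. In that set 16 of 20 genes were lower, with 3 past the threshold over all genes and 3 adjusted over the list alone. The call of the set rested on buffered replicate 3, without which the median was -0.045 and the adjusted p 0.141. The general stress gene with the smallest p was *GRE3* (YHR104W, chromosome VIII, 323409 to 324392), which fell from 804 ± 59.2 to 462 ± 16.1 CPM (log2 fold change -0.80 ± 0.090, adjusted p = 0.000486).

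**Figure D3:**
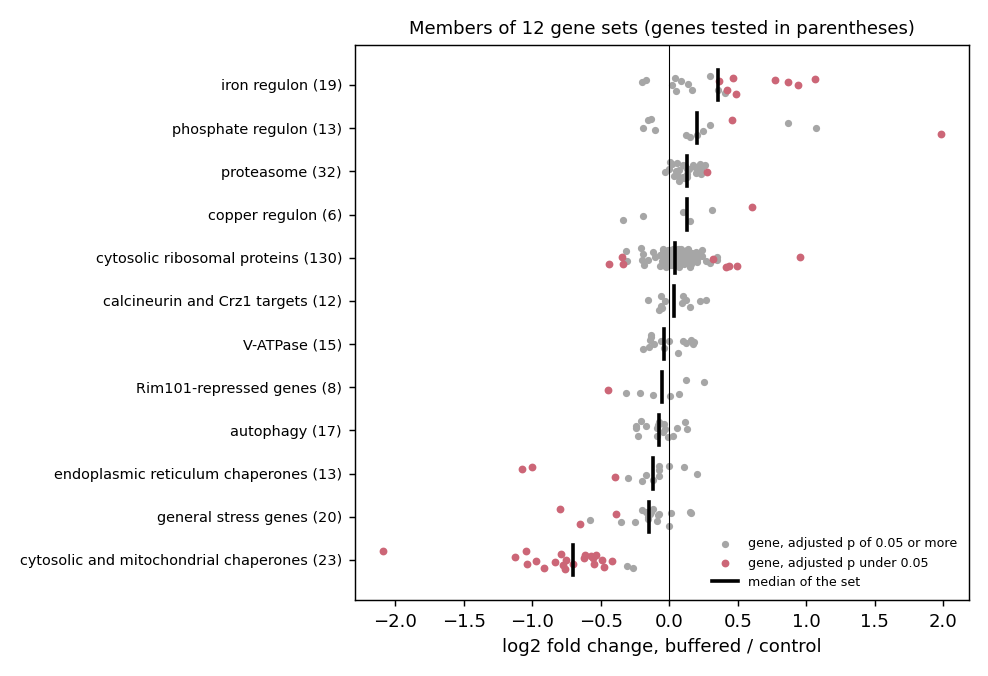
Log2 fold change (buffered over control) of every tested member of the 12 gene sets, one point per gene, in red where its adjusted p is under 0.05, with a black bar at the set's median. All 23 cytosolic and mitochondrial chaperone genes lie below 0, with a median of -0.70.

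The other 3 sets past the threshold were higher in buffered medium. In the iron regulon 17 of 19 genes were higher, with a median log2 fold change of 0.36 (camera adjusted p = 2.88e-05), and 8 passed the threshold over all genes and 10 adjusted over the list alone. The iron permease gene *FTR1* (YER145C, chromosome V, 460526 to 461740) had the smallest p and rose from 150 ± 23.4 to 313 ± 27.1 CPM (SD, n = 3 each), a log2 fold change of 1.07 ± 0.11 (adjusted p = 0.000386). Proteasome subunit genes moved by a small amount in one direction, 30 of 32 being higher with a median of 0.13 (camera adjusted p = 2.88e-05). A single proteasome gene, *RPN9* (YDR427W, chromosome IV, 1322205 to 1323386), passed over all genes, and 7 passed adjusted over the list alone. *RPN9* rose from 62.9 ± 3.63 to 76.0 ± 1.79 CPM (log2 fold change 0.27 ± 0.073, adjusted p = 0.0445), and lost the call whichever library was left out, with an adjusted p from 0.0606 to 0.184. The phosphate regulon had a median of 0.20 (camera adjusted p = 0.025) with 9 of 13 genes higher, 2 past the threshold over all genes and 6 adjusted over the list alone. Its adjusted p was 0.102 without buffered replicate 1. *PHO5* (YBR093C, chromosome II, 429548 to 430951) had the smallest p of that set and rose from 35.3 ± 2.35 to 48.5 ± 2.52 CPM (log2 fold change 0.46 ± 0.085, adjusted p = 0.00924), and had an adjusted p of 0.0563 without control replicate 5 and 0.0503 without buffered replicate 2. With library size alone the medians of these 3 sets stayed above 0, as did the median of all genes.

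With fry, a rotation test that presets no correlation, cytosolic and mitochondrial chaperones (adjusted p = 0.00522), endoplasmic reticulum chaperones (adjusted p = 0.0444) and the proteasome (adjusted p = 0.0444) stayed under 0.05. The phosphate regulon (0.0734), the iron regulon (0.0758) and the general stress genes (0.209) did not. With camera under an estimated correlation none of the 12 sets passed, and the smallest adjusted p was 0.308, for cytosolic and mitochondrial chaperones. At unadjusted p-values, that set alone was under 0.05 there, at 0.0256.

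The remaining 6 sets did not pass by camera. Cytosolic ribosomal protein genes had a median of 0.046 (camera adjusted p = 0.0516) with 93 of 130 genes higher, which turned to -0.010 without buffered replicate 1 (adjusted p = 0.776). The set passed the threshold without control replicate 5 (0.0266), control replicate 8 (0.0197) or buffered replicate 2 (2.67e-06). Over all genes 5 of them were called higher and 3 lower, and 6 were called adjusted over the list alone. Ribosomal protein counts are uncertain, since 40 of the 132 genes have more than 50% of their length copied elsewhere. *RPS22B* (YLR367W, chromosome XII, 856442 to 857317, 2 exons) had the smallest p in that set and fell from 33.5 ± 1.74 to 24.8 ± 0.90 CPM (SD, n = 3 each), a log2 fold change of -0.44 ± 0.087 (adjusted p = 0.0133), with an adjusted p of up to 0.0671, reached without control replicate 2. The copper regulon had a median of 0.13 (camera adjusted p = 0.304), with 1 gene called over all genes and 3 adjusted over the list alone. The called gene was *FRE1* (YLR214W, chromosome XII, 568567 to 570627), which rose from 51.4 ± 3.57 to 78.1 ± 15.7 CPM (log2 fold change 0.60 ± 0.13, adjusted p = 0.0227). *FRE1* lost the call in 4 of the 6 fits that left out 1 library, with an adjusted p of 0.0815 without control replicate 2. Genes repressed by the pH-responsive factor Rim101 had a median of -0.054 (camera adjusted p = 0.414) that changed sign to 0.068 with library size alone. In that set *RIM8* (YGL045W, chromosome VII, 414102 to 415730) was the single gene called, over all genes and adjusted over the list alone, and fell from 219 ± 6.66 to 161 ± 5.78 CPM (log2 fold change -0.45 ± 0.070, adjusted p = 0.00389).

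No gene of the calcineurin, V-ATPase or autophagy sets passed the threshold over all genes or adjusted over the list alone, while 2, 2 and 4 of their genes had an unadjusted p under 0.05. Calcineurin and Crz1 targets had a median of 0.033 (camera adjusted p = 0.548), which changed sign to -0.017 without control replicate 2. V-ATPase subunit genes had a median of -0.037 (camera adjusted p = 0.631) and autophagy genes one of -0.071 (camera adjusted p = 0.145). With library size alone these became 0.085 and 0.044. The smallest p in the V-ATPase set belonged to *VMA6* (YLR447C, chromosome XII, 1026856 to 1027893), at 196 ± 2.52 CPM in control and 172 ± 6.81 CPM in buffered libraries (log2 fold change -0.19 ± 0.069, adjusted p = 0.118). In the autophagy set it was *ATG7* (YHR171W, chromosome VIII, 445713 to 447605), at 71.8 ± 4.18 and 60.7 ± 4.65 CPM (log2 fold change -0.24 ± 0.082, adjusted p = 0.0945).

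Of the 13 genes fixed by name, 6 differed over all genes and 9 adjusted over the list alone. Besides *PHO84*, the iron oxidase gene *FET3* (YMR058W, chromosome XIII, 388822 to 390732) was higher, at 498 ± 113 CPM in control and 956 ± 26.2 CPM in buffered libraries (SD, n = 3 each), a log2 fold change of 0.94 ± 0.14 (adjusted p = 0.00389). The other 4 were lower in buffered medium. *ZPS1* (YOL154W, chromosome XV, 34658 to 35407, 34.7 kb from the chromosome end) fell from 2052 ± 125 to 1146 ± 275 CPM (log2 fold change -0.84 ± 0.16, adjusted p = 0.0101). The J-domain protein gene *SIS1* (YNL007C, chromosome XIV, 618507 to 619565) fell from 1098 ± 61.1 to 715 ± 27.8 CPM (log2 fold change -0.62 ± 0.091, adjusted p = 0.0025). The Hsp70 gene *SSA4* (YER103W, chromosome V, 364589 to 366517) fell from 642 ± 89.0 to 436 ± 4.76 CPM (log2 fold change -0.56 ± 0.10, adjusted p = 0.00931, or 0.0509 without buffered replicate 2). The disaggregase gene *HSP104* (YLL026W, chromosome XII, 88623 to 91349) fell from 5075 ± 129 to 3606 ± 63.8 CPM (log2 fold change -0.49 ± 0.098, adjusted p = 0.0133). The call for *HSP104* was lost without control replicate 2 (adjusted p = 0.0656), control replicate 5 (0.0553) or buffered replicate 2 (0.0687).

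The other 7 fixed genes did not pass the threshold over all genes. The plasma-membrane proton pump gene *PMA1* (YGL008C, chromosome VII, 479910 to 482666) had 801 ± 65.2 CPM (SD, n = 3) in control and 673 ± 331 CPM (SD, n = 3) in buffered libraries (log2 fold change -0.25 ± 0.34, adjusted p = 0.70). Its buffered replicates 1, 2 and 3 were at 424, 547 and 1049 CPM, and without replicate 3 the log2 fold change was -0.72 (adjusted p = 0.00226). The sodium-phosphate transporter gene *PHO89* (YBR296C, chromosome II, 796798 to 798522) had 59.3 ± 5.95 and 125 ± 44.3 CPM (log2 fold change 1.07 ± 0.29, adjusted p = 0.0887), with higher values in the 3 buffered libraries than in any control library. Without buffered replicate 3 its adjusted p was 2.82e-05. The sodium pump gene *ENA1* (YDR040C, chromosome IV, 535192 to 538467), the calcineurin target with the smallest p, had 98.5 ± 13.1 and 119 ± 11.1 CPM (log2 fold change 0.27 ± 0.10, adjusted p = 0.132), and 100% of its length is copied elsewhere, so these counts are uncertain. The small heat-shock protein gene *HSP26* (YBR072W, chromosome II, 382030 to 382674) fell by 0.31 ± 0.12 on the log2 scale (adjusted p = 0.126), and DESeq2 gave it an adjusted p of 0.00719. The copper transporter gene *CTR1* (YPR124W, chromosome XVI, 786208 to 787428), of which 30.1% is overlapped by another feature, had a log2 fold change of 0.15 ± 0.075 (adjusted p = 0.239). *RIM101* (YHL027W, chromosome VIII, 51111 to 52988) had one of 0.15 ± 0.091 (adjusted p = 0.353), and the V-ATPase subunit gene *VMA2* (YBR127C, chromosome II, 491269 to 492822) one of -0.11 ± 0.079 (adjusted p = 0.411).

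**Figure D4:**
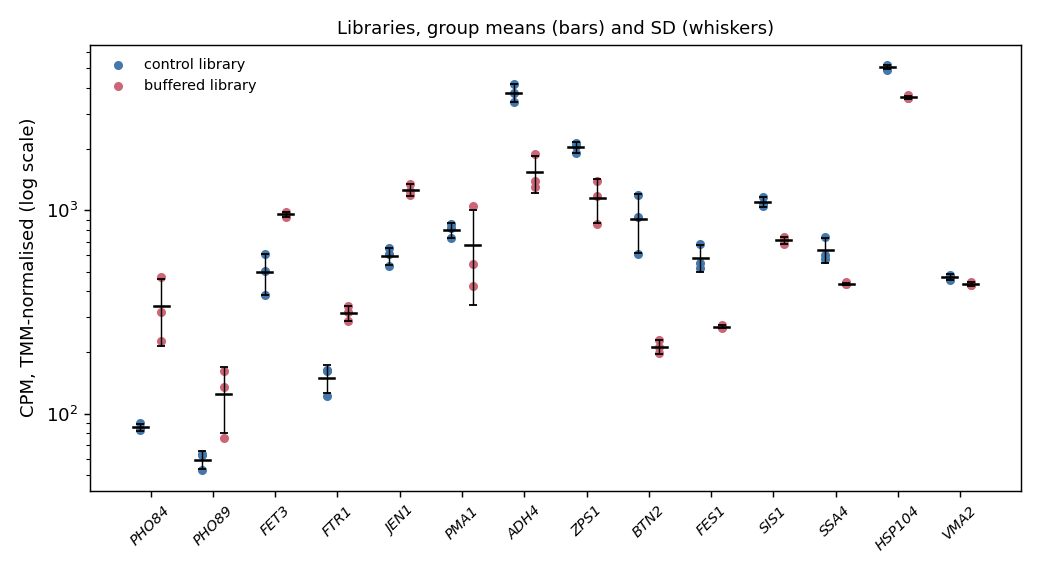
TMM-normalised CPM (log axis) of 14 of the named genes, one point per library with control in blue and buffered in red, bars for group means and whiskers for SD (n = 3). *PHO84*, *FET3*, *FTR1* and *JEN1* are higher and *BTN2*, *FES1*, *SIS1*, *SSA4* and *HSP104* lower in every buffered library than in every control library, whereas the *PMA1* values of the groups overlap.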

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

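The settings with the paired columns alone, the oneU columns alone, a correction for GC content and length, and features that overlap no other feature were chosen after the data were seen, as were the 3 later lists. No paired analysis was possible because replicate number 2 alone occurs in both groups.

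The number of changed genes depended on the scaling, the tool and the libraries. Against 446 genes (240 higher, 206 lower, 53.8% higher), library size alone gave 751 (640 higher, 111 lower, 85.2% higher), with the median of all genes at 0.12 on the log2 scale. Upper-quartile scaling gave 513 genes, 67.1% of them higher. DESeq2 called 657 genes, 331 of them lower, and the oneU columns alone called 326, 152 of them higher. Testing against a fold of 1.2 gave 102 genes, beside 25 genes past 2-fold. Between the TMM factors and library size, the construction of the setting accounts for the shift, while the cause of the other differences was not tested. Across the 6 fits that each left out one library, the count ranged from 162 to 593 genes, from 59 to 353 higher, from 95 to 312 lower and from 16 to 32 past 2-fold. The lowest counts came without control replicate 2 (162), control replicate 5 (184) and buffered replicate 2 (191), and the highest without buffered replicates 1 (593) and 3 (576). Of the 446 genes, 349 were also called with library size alone, 443 with DESeq2, 397 with the GC and length correction and 150 without control replicate 2, and no gene called both times reversed its direction in any setting.

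The real grouping gave more changed genes than any other split. Only 1 of the 10 splits of the 6 libraries into 3 and 3, the real one, reached 446 changed genes, and 1 of 10 reached each of the counts of higher genes, lower genes and genes past 2-fold. The other 9 splits gave 0 genes past the adjusted threshold and from 67 to 345 genes at an unadjusted p under 0.05. The number of gene sets past the threshold was less specific, since 2 of the 10 splits gave 6 sets, the second being control replicates 2 and 5 with buffered replicate 3 against the rest, and the other splits gave from 2 to 5. Each of the other splits keeps 2 libraries of one group together on either side, and with 10 splits a share under 0.1 cannot occur.

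Among the 13 fixed genes, *PHO89* passed the threshold with library size alone (log2 fold change 1.17), DESeq2 (1.07), limma-voom (1.01) and the non-robust fit (1.07), *ENA1* with library size alone (0.39) and *HSP26* with DESeq2 (-0.31). *PHO84* lost it in the oneU columns alone (2.08, adjusted p = 0.0513). *VMA2*, never past the threshold, changed sign with library size alone (0.0056). Across the fits that each left out one library, calls changed for *PHO84* (from 1.67 to 2.20), *HSP104* (from -0.51 to -0.48), *SSA4* (from -0.63 to -0.44), *PMA1* (from -0.72 to -0.0045) and *PHO89* (from 0.83 to 1.33), each keeping its direction. *PMA1* passed the threshold without buffered replicate 3, at -0.72. The cause was not tested. Of the genes named for the size of their change or the smallest p in a set, 6 values fell short of the threshold in the other settings (*MRT4* and *RPN9* in 2 each, *PHO5* and *RPS22B* in 1 each) and 18 in the fits that left out one library, without a change of direction.

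The set of cytosolic and mitochondrial chaperones kept its direction and an adjusted p under 0.05 in each setting in which sets were tested (not upper-quartile scaling, no filter on low counts, DESeq2, limma-voom or the non-robust fit), with medians from -0.73 to -0.58, except with an estimated correlation (median -0.70, adjusted p = 0.308). That setting also took the iron regulon (0.36), endoplasmic reticulum chaperones (-0.12), the proteasome (0.13), the phosphate regulon (0.20) and general stress genes (-0.15) over 0.05, and fry did so for the phosphate regulon (0.20), the iron regulon (0.36) and general stress genes (-0.15). The medians are the same under each set test. Camera with an estimated correlation differs from the main test only in how the correlation is set, so that choice accounts for its lost calls. A preset of 0.01 gives too small a p where the genes of a set vary together by more than that. The cause of the calls lost with fry was not tested. The phosphate regulon also lost the threshold at a mean of at least 10 CPM (0.18) and in the oneU columns alone (0.20). Ribosomal protein genes passed it with library size alone (0.16), in the paired columns alone (0.049) and with the GC and length correction (0.081), and autophagy genes passed it with that correction (-0.098). Leaving out control replicate 5, control replicate 8 or buffered replicate 2 also took ribosomal protein genes past it (adjusted p = 0.0266, 0.0197 and 2.67e-06), while without buffered replicate 1 the adjusted p was 0.776. The cause was not tested for these.

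Medians near 0 changed sign without passing the threshold. With library size alone these were Rim101-repressed genes (0.068), the V-ATPase (0.085) and autophagy (0.044), all under the shift of all genes. Rim101-repressed genes were also above 0 at a mean of at least 10 CPM (0.011) and over features that overlap no other feature (0.0092), the V-ATPase in the oneU columns alone (0.0087), and calcineurin targets were below 0 over features that overlap no other feature (-0.026). The later zinc list was below 0 with DESeq2 size factors (-0.0014), in the oneU columns alone (-0.032) and over features that overlap no other feature (-0.019). Across the fits that each left out one library, medians ranged from -0.017 to 0.073 for calcineurin targets, from -0.14 to 0.024 for Rim101-repressed genes, from -0.079 to 0.0051 for the V-ATPase, from -0.010 to 0.10 for ribosomal protein genes, from 0.15 to 0.21 for the phosphate regulon, from -0.24 to -0.045 for general stress genes, from 0.067 (without control replicate 8) to 0.25 (without control replicate 5) for the copper regulon, from -0.13 (without buffered replicate 1) to -0.029 (without buffered replicate 3) for autophagy genes and from -0.062 to 0.059 for the zinc list.

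Small changes were recovered in part. In counts simulated at the depths and dispersions of these libraries, 78% of genes changed by 0.5 on the log2 scale were recovered, and a gene that did not pass the threshold is not shown to be unchanged.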

Other observations

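The tests on chromosome ends were chosen only after the result was seen, as were the settings with the paired columns alone, the GC and length correction and features that overlap no other feature. The other tests reported here were written before their result was computed, on patterns already seen in the table.

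The fall of cytosolic and mitochondrial chaperone transcripts in buffered medium (median log2 fold change -0.70, 23 of 23 genes lower) was set against technical explanations. A bias of GC content or gene length is argued against by a median of -0.65 after correction of each library. Scaling between libraries is argued against by a median of -0.58 with library size alone, and reads lost at overlapping features by a median of -0.70 over features that overlap no other feature. Adding the oneU columns is not the source either, since the paired columns alone gave -0.69. In each of these settings the camera adjusted p stayed under 0.05. The camera p of the set was 7.27e-25 in the real grouping. It was also under 0.05 in all 9 other splits of the libraries (from 4.73e-08 to 0.0259, with absolute medians up to 0.31), each of which keeps 2 libraries of one group together on either side. A shift in growth rate or growth stage between the media stays open. It predicts higher ribosomal protein genes and lower general stress genes. Ribosomal protein genes were just over the threshold (camera adjusted p = 0.0516), with an adjusted p from 2.67e-06 to 0.776 across the fits that each left out one library, and the fall of general stress genes rested on buffered replicate 3 (camera adjusted p = 0.141 without it). A lower demand for protein folding in buffered medium, which the design could produce, was not tested and may contribute. *HSF1*, which encodes the main activator of these genes, was not detectably different (log2 fold change -0.086, quasi-likelihood adjusted p = 0.474), with 16.9% of its length overlapped by another feature. The transcript level of *HSF1* does not show the activity of its protein, which was not measured.

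*ADH4*, *ZPS1* and *YOR387C*, all lower in buffered medium (log2 fold changes of -1.31, -0.84 and -1.38), are commonly listed as targets of the zinc-responsive activator Zap1, and a higher zinc supply to the cells could lower them. In the 10 other genes of the zinc regulon that were listed, 5 were higher and the median log2 fold change was 0.0042. The camera p over these genes was 0.446, and *ZRG17* alone was called (-0.31, quasi-likelihood adjusted p = 0.0398). The transporter gene *ZRT1*, abundant in both media, changed by -0.19 ± 0.10 (SE, adjusted p = 0.304). By locus tag *ZRT1* (YGL255W), which was not called, is the neighbour of *ADH4* (YGL256W) on the side away from the chromosome end. The neighbours of *ADH4* on the side of the chromosome end were lower, as *ADH4* was. *MNT2* (YGL257C) had a log2 fold change of -0.85 (quasi-likelihood adjusted p = 0.000279) and *VEL1* (YGL258W) one of -0.49 (adjusted p = 0.0588, not past the threshold), so a change of this region is also open for *ADH4*. *VEL1* is close to *YOR387C* in sequence, and part of its reads could come from that gene. Whether *VEL1* responds to zinc was not tested, so its fall does not separate a change of this region from the zinc explanation. These neighbours were chosen after the changed genes had been seen. A median near 0 over members that go both ways leaves the explanation undecided.

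*RRS1*, *UTP22*, *NOG1* and *RRP12*, which act in ribosome biogenesis, were higher in buffered medium (log2 fold changes of 0.89, 0.83, 0.83 and 0.79), and a rise of the whole program was tested on 25 other genes of that function. Their median was 0.35 with 22 higher. By limma's camera the p was 6.59e-07. Over all genes 7 were called higher, and 14 adjusted over the list alone. The p-value was 0.073 with fry and 0.216 with an estimated correlation. The median was 0.31 after the GC and length correction, 0.47 with library size alone and 0.35 in the paired columns alone, which argues against these as the whole source. The size of the median depended in part on buffered replicate 3, whose set median stood 0.40 above the genes' means. Buffered replicates 1 and 2 stood at 0.0038 and 0.075, and control replicates 2, 5 and 8 at -0.17, -0.098 and -0.19. Without buffered replicate 3 the median was 0.24 (camera adjusted p = 0.000608 over the 3 later lists). *MRT4*, a ribosome assembly factor that was not on the list, went the other way (-1.23, quasi-likelihood adjusted p = 0.0406), a call lost in 4 of the 6 fits that left out one library. The pattern is consistent with a rise of many genes of the program but not of all of them, and the weight of this library leaves a difference in growth stage between the cultures open.

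*JEN1* and *MDH2*, both subject to glucose repression, were higher in buffered medium (log2 fold changes of 1.08 and 0.92), and weaker glucose repression was tested on 13 other repressed genes. In control libraries these 13 genes had means from 178 CPM (*FBP1*) to 1609 CPM (*MLS1*), so full repression there is not shown. Their median log2 fold change was 0.52 with 11 higher. By limma's camera the p was 0.000692. *CRC1* alone was called (0.61, quasi-likelihood adjusted p = 0.0207), over all genes and adjusted over the list alone. The p-value was 0.0848 with fry and 0.216 with an estimated correlation. *SUC2*, a classical repressed gene, went the other way (-0.23, adjusted p = 0.353), as did *HXK1*, which is also glucose-repressed, was not on this list and was called lower (-0.65, quasi-likelihood adjusted p = 0.00425). The controls were uneven, with set medians of 0.0048, -0.11 and -0.69 relative to the genes' means in replicates 2, 5 and 8, against 0.22, 0.29 and 0.32 in buffered replicates 1, 2 and 3. Without control replicate 8 the median was 0.28 (camera adjusted p = 0.00018). After the GC and length correction it was 0.53 and in the paired columns alone 0.53. Weaker repression may account for part of the pattern but alone would not lower *HXK1*. *HXK1* is also one of the general stress genes (set median -0.15), so its fall does not rule weaker repression out. Different glucose left in the cultures at harvest would give the same genes and was not measured.

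Several of the most changed genes lie near a chromosome end, among them *ERO1* (11.5 kb), *ADH4* (15.2 kb), *YOR387C* (21.1 kb), *JEN1* (22.2 kb) and *PHO84* (24.0 kb). Over all nuclear genes, 9.19% of the 446 changed genes and 8.10% of the others lay within 40 kb of an end (two-sided Fisher's exact test, p = 0.419), so a general gathering near the ends was not shown. Without genes copied over more than 50% of their length the shares were 9.30% and 6.66% (two-sided Fisher's exact test, p = 0.0467). Among genes changed at least 2-fold the share was 6 of 25 (24.0%) against 8.12% (two-sided Fisher's exact test, p = 0.0135). Reads shared between near-identical subtelomeric copies could produce such a pattern. Of these 6 genes, the sixth being *PDP3* (23.6 kb), 1 matched another feature at 80% identity or more over at least 75 bases, namely *YOR387C*, which is 92.6% identical to *VEL1* over 619 bases. No such partner was found for the other 5 among the annotated features of the R64 reference. The genome of strain W303 itself was not searched, so distances to the ends and copies in this strain may differ. Without TMM scaling, *VEL1* had 11.3 ± 1.68 CPM in control and 8.77 ± 0.823 CPM in buffered libraries (SD, n = 3 each). *YOR387C* fell from 279 to 107 CPM. Reads from *VEL1* are too few to make up that fall, which argues against shared reads as its source. The distance was set after these genes had been seen, so the 2-fold result is a hypothesis, and genes are not independent replicates. No biological explanation was tested.

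Although the labels give mid-log phase, the most abundant features in control libraries included transcripts usually associated with stress or slow growth. The largest shares of the counts were 2.59% ± 0.0455 (SD, n = 3) for *TDH3*, 2.17% ± 0.0829 for *HSP30*, 2.01% ± 0.192 for *HSP12* and 1.94% ± 0.108 for *HSP26*. This ranking leaves out reads that map to more than 1 place, and 100% of the length of *TDH3* is copied elsewhere. *ZRT1* took 0.759% ± 0.0240. All ribosomal protein genes together took 2.70% ± 0.107 of control and 3.01% ± 0.218 of buffered counts (SD, n = 3 each). That share is an underestimate, because reads that map to more than 1 place were not counted and 40 of the 132 genes are mostly copied elsewhere. In buffered libraries *HSP12* took 2.00% ± 0.323 and *HSP30* 1.86% ± 0.0636 of the counts, and neither passed the threshold between media (quasi-likelihood adjusted p = 0.682 and 0.0874).

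The transcripts specific to mating type were those of a cells, as labelled. In control libraries, without TMM scaling, *STE2*, *MFA1* and *MFA2* had 87.6 ± 6.27, 87.3 ± 10.3 and 91.6 ± 10.1 CPM (SD, n = 3 each). The alpha-specific *MF(ALPHA)1* had 5.75 ± 1.00 CPM and *STE3*, of which 19.2% is overlapped by another feature, 15.8 ± 0.783 CPM.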
